A study of Capitella teleta with 10 samples. Its data were reported in "Annelid functional genomics reveal the origins of bilaterian life cycles" (2023).

How the data were processed

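Duplicate samples of *C. teleta* at the 64-cell, gastrula, stage 4tt, stage 5 and stage 7 stages were snap frozen and their total RNA was extracted, per the labels. Libraries were strand-specific and prepared from mRNA. The authors removed adaptors with trimmomatic (v0.39), pseudo-aligned the reads to the filtered gene models of a re-annotated assembly with kallisto (v0.46.2), and normalized the read counts across developmental stages with DESeq2 (v1.30.1). The deposited signal is therefore a normalized read count per transcript model made by the authors, neither a raw count nor a value scaled to a fixed total. All 10 columns of values were matched to a sample by name. Pseudo-alignment divides reads that fit several models among them, so values of models of the same gene, or of near-identical genes, can trade reads between them.

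The unit was checked against the values. Low values fell in clusters that correspond to 1, 2 and more reads, but the value of 1 read differed between features of the same library by a factor of up to 1.49, so whole reads were not recovered and no count-based test was run. The study describes normalization across the developmental stages of each species, which for *C. teleta* ran past stage 7 to the competent larva, but the list of libraries behind these values is not given in the sources used here. The comparisons, a test for counts, another for normalized values, and the rule for named features were fixed before the data were examined, and the test for normalized values was used.

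Of 41221 features, 2648 were at 0 in all libraries. Features above a value of 2 in at least 2 libraries were kept, which left 35526 (86.2%). Values were transformed as log2(value + 1). Fold changes on this scale understate the change of low features. A linear model with 1 coefficient per stage was fitted to all 10 libraries with limma (v3.58.1) in R (v4.3.3), using empirical Bayes moderation with a mean-variance trend, so that the 5 stages shared 1 estimate of the spread. The median standard error of a log2 fold change was 0.59. P values were adjusted by the Benjamini-Hochberg method within each comparison. A call required a log2 fold change above 1 in size and an adjusted p under 0.05, the same thresholds for every comparison. Comparisons were each stage against the one before it and stage 7 against the 64-cell stage. No replicate block was used, since the labels name no shared brood or batch. The study describes replicates paired by fertilization for another annelid, *Owenia fusiformis*, and then duplicates of *C. teleta* with no statement on pairing of its own. Its reporting form says that *C. teleta* embryos and larvae came from spontaneous broods or mating dishes and that collections were assigned to replicates blindly. It adds that the origin of each replicate was unknown to the investigators when the data were analysed. A shared origin of particular samples with the same number is neither stated nor ruled out. Descriptive values were computed in Python (v3.11.15) with pandas (v2.3.3), numpy (v2.4.6) and scipy (v1.17.1), and plots were drawn with matplotlib (v3.10.9). No feature had an identical nonzero value in both libraries of a stage, so all 10 libraries were counted as separate samples.

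The fit was tested on simulated data in which 200 features, none of the lowest abundance, were changed by known amounts. Each feature was given its mean over all libraries and the median spread of features of like abundance. All other features were left without differences between stages. For the gastrula against the 64-cell stage, on 35323 features, it recovered 27.9% of 2-fold, 75.4% of 4-fold and 82.4% of 8-fold changes, with 1 false call. For stage 7 against the 64-cell stage, on 35343 features, it recovered 28.6%, 65.7% and 96.8%, with 7 false calls. A 2-fold change lies at the fold-change threshold itself, so its recovery does not measure what 2 libraries per stage can detect.

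The rule for named features listed 11 Hox genes, pax6 and foxF where identifiers are paired with gene names, and otherwise the 2 features with the largest rise and the 2 with the largest fall from the 64-cell stage to stage 7, among called features with a mean of at least 10 in the higher stage and libraries that do not overlap. A table of 31977 genes of the assembly Capca1 was searched for names, and 0 identifiers matched. Only the identifier Capitella_post1 carries a name, so the other listed genes are not analysed here, and no coordinates are given.

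Alternatives were scaling by median ratios over features above 0 in all libraries, array weights, no filter, a filter at 5, pseudocounts of 0.1 and 5, the replicate number as a block, a fit of only the stages compared, other fold-change thresholds and leaving out each library in turn. With a library left out, the lone library of its stage was assumed to vary like the others. Sums over the models of each of 37631 gene identifiers and counts of features seen at a single stage were added after the data were seen.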

Results

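*Capitella teleta* is a marine segmented worm whose larva does not feed before metamorphosis. Gene expression was measured by bulk RNA-seq of whole embryos and larvae in 10 libraries, 2 for each of 5 stages: the 64-cell embryo, the gastrula and the larval stages 4tt, 5 and 7. The deposited values are normalized read counts for 41221 transcript models, here called features. The normalized counts of a library summed to between 32883200 and 55846793. The mean total was 54407898 ± 2034906 (SD, n = 2) at the 64-cell stage and 43866575 ± 1537920 (SD, n = 2) at the gastrula. It was 38009089 ± 3511638 (SD, n = 2) at stage 4tt and 37529194 ± 3965350 (SD, n = 2) at stage 5, which differed by less than the spread between replicates. At stage 7 it was 33557964 ± 954260 (SD, n = 2). These totals were set by the normalization as well as by the reads. The smallest values of each library formed a separate cluster, taken here as features with 1 read, and the value of that read ranged from 0.422 to 1.16 over all libraries. Dividing each total by the highest and by the lowest value of 1 read placed the reads behind a library between 45648702 and 54191999 at the least and between 60604606 and 78486623 at the most. A normalized count of 2 therefore stood for 1.72 to 4.74 reads.

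Replicates were first compared with each other and with the other stages, using the 35526 features that exceeded a normalized count of 2 in at least 2 libraries. The correlation between the 2 libraries of a stage, across features on the log2(value + 1) scale, was r = 0.9501 at the 64-cell stage, 0.957 at the gastrula, 0.946 at stage 4tt, 0.952 at stage 5 and 0.963 at stage 7. These correlations are across features, which are not independent replicates. Their mean was 0.954 ± 0.00662 (SD over 5 stages), and it moved most with a pseudocount of 0.1, to 0.907. Between the 64-cell stage and the later stages, the mean r over 4 pairs of libraries declined from 0.794 for the gastrula to 0.717 for stage 7. Stages 4tt and 5 were the closest pair of stages, with a mean r of 0.940. For 8 of the 10 libraries the most similar library was the other replicate of the same stage. The exceptions were replicate 2 of stage 4tt and replicate 2 of stage 5, which had r = 0.960 with each other. The first principal component held 50.1% of the variance and set the 64-cell libraries apart from the rest, and the second held 21.4% and ran from the gastrula to stage 7.

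**Figure D1:**
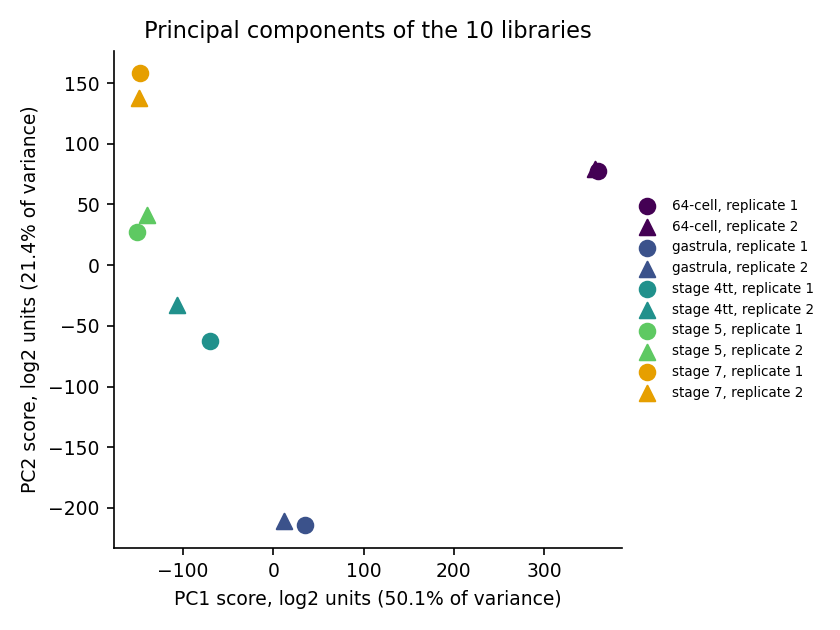
Scores of the 10 libraries on the first (x axis) and second (y axis) principal components of log2(value + 1) over 35526 features, in log2 units, with circles for replicate 1, triangles for replicate 2 and one colour per stage. The 64-cell libraries lie at 360.4 and 356.1 on the first component, and every other library lies at 35.6 or below.

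The number of features above a normalized count of 2 was then taken as a measure of how much of the annotation was detected at each stage. It was 29758 ± 54.4 (SD, n = 2) at the 64-cell stage and 29264 ± 139 (SD, n = 2) at the gastrula. At stages 4tt and 5 it was 30191 ± 41.0 (SD, n = 2) and 30360 ± 286 (SD, n = 2), which differed by less than the spread at stage 5. The number at stage 7 was 31533 ± 270.1 (SD, n = 2), and both stage 7 libraries exceeded all 8 others. A threshold of 5 lowered the 64-cell number to 27304 and the stage 7 number to 28782. Because the reads behind a value of 2 differed between libraries, from at least 1.72 at the 64-cell stage to at most 4.74 at stage 7, the same threshold was not equally strict at all stages. In total 38573 features (93.6%) were above 0 in at least 1 library, and 23558 were above 0 in all 10. The 100 most abundant features of a library held 30.1% ± 4.30 (SD, n = 10) of its normalized counts. This share was highest in replicate 1 of stage 5, at 38.9%, and lowest in replicate 2 of the 64-cell stage, at 24.4%. At stages 4tt and 5 the replicates differed, with 36.3% and 28.7% at stage 4tt and 38.9% and 30.2% at stage 5.

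To follow how the transcriptome changed between consecutive stages, each stage was compared with the one before it by limma-trend, with all 10 libraries in one fit. A feature was called when its log2 fold change on the log2(value + 1) scale exceeded 1 in size at a Benjamini-Hochberg adjusted p under 0.05. From the 64-cell stage to the gastrula, 7925 features were called higher and 7777 lower, together 44.2% of the 35526 tested. Scaling the libraries again by median ratios moved this split most, to 6614 higher and 8884 lower, so the slight excess of rises turned into an excess of falls. Falls also outnumbered rises with a pseudocount of 5, on gene sums, with only both stages in the fit, with a log2 fold change above 2 required, and without gastrula replicate 1, which gave 6791 rises and 6887 falls. That scaling moved the median log2 fold change of all features in this comparison from 0.02 to -0.10. From the gastrula to stage 4tt, 3807 features rose and 2116 fell, or 16.7% of those tested. The number of falls in this step was 1113 without gastrula replicate 1. The median size of the log2 fold change was 1.38 in the first step and 0.75 in the second. Between single libraries, the median size of the log2 difference averaged 1.49 over the 4 pairs of libraries of the first step and 0.83 over those of the second. Between the 2 libraries of one stage it ranged from 0.34 at stage 7 to 0.49 at stage 4tt.

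The step from stage 4tt to stage 5 gave the fewest calls of the 4 steps, with 116 features higher and 83 lower, or 0.560% of those tested. The median size of its log2 fold changes was 0.43. Between single libraries of these stages, the median size of the log2 difference averaged 0.53 and ranged from 0.45 to 0.62 over 4 pairs, against 0.49 between the replicates of stage 4tt and 0.45 between those of stage 5. At an unadjusted p under 0.05, and with the same minimum fold change, 1625 features were higher and 1093 lower. This result depended on which libraries were in the fit. With only the 4 libraries of both stages, limma called 1 feature higher and 0 lower, beside 1450 higher and 777 lower at an unadjusted p under 0.05. The calls became 11 higher and 9 lower without stage 4tt replicate 1, and 175 higher and 243 lower without stage 4tt replicate 2. They became 1 higher and 7 lower without stage 5 replicate 1, and 6 higher and 40 lower without stage 5 replicate 2. Leaving out either stage 7 library gave 28 higher and 34 lower, and the falls numbered 42 and 40 without gastrula replicate 1 and without gastrula replicate 2. Neither the number of calls nor their direction was therefore settled for this step by 2 libraries per stage.

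From stage 5 to stage 7, 1353 features rose and 738 fell, together 5.89% of those tested, and the median size of the log2 fold change was 0.55. The excess of rises was lost when either stage 7 library was left out. Without stage 7 replicate 1 there were 107 rises and 127 falls, and without stage 7 replicate 2 there were 250 rises and 315 falls. Without stage 5 replicate 1 there were 289 rises and 191 falls, and without stage 5 replicate 2 there were 1196 and 565. With only the 4 libraries of both stages in the fit, rises numbered 1670 and falls 812.

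Over the whole series, from the 64-cell stage to stage 7, 10018 features rose and 7265 fell, or 48.6% of those tested. The median size of the log2 fold change was 1.53. Rises made up 58.0% of the calls, and 52.9% after scaling by median ratios. The median log2 fold change of all features was 0.38, and 0.20 after that scaling. Changes at any of the 4 steps, tested together by limma's F-test at an adjusted p under 0.05, were found for 22421 features. This number stayed between 19873 and 22262 when each library was left out in turn.

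**Figure D2:**
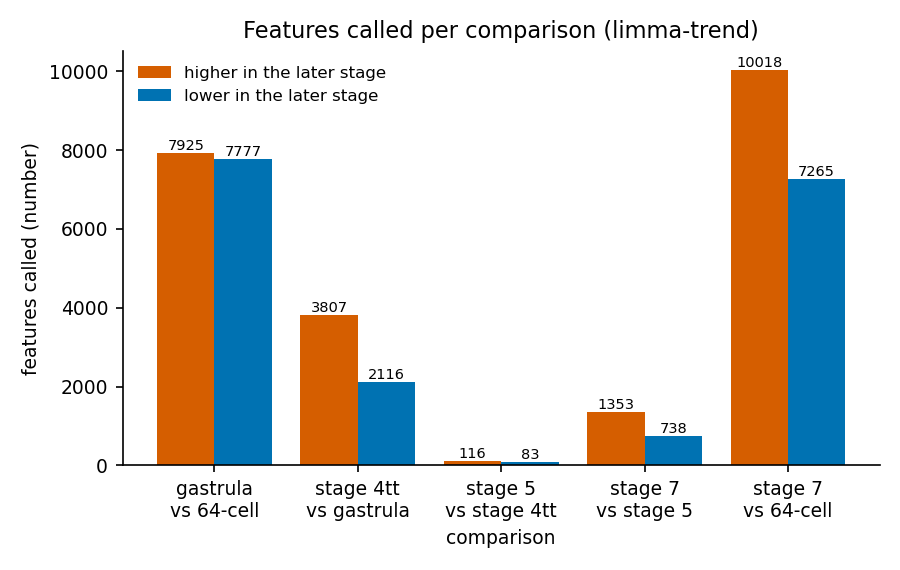
Number of features called higher (orange bars) and lower (blue bars) in the later stage of each comparison on the x axis, by limma-trend with 2 libraries per stage. The first step has 7925 and 7777 calls, and the step from stage 4tt to stage 5 has 116 and 83, a number that ranged from 1 to 175 higher and from 7 to 243 lower when single libraries were left out.

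The order of calls along the series was used to ask how many features changed direction. Of the features tested, 16802 were called in no step, 14119 in 1 step, 4045 in 2 steps, 534 in 3 steps and 26 in all 4 steps. Features that only rose numbered 8655, and features that only fell numbered 6761. A fall followed by a later rise was found for 1985 features (5.59%), and a rise followed by a later fall for 1323 (3.72%). Without stage 7 replicate 1, the rises followed by a fall numbered 858. Among the 7777 features that fell in the first step, 24.9% rose in a later step, against 10.6% of the features without a call in the first step. Among the 7925 that rose in the first step, 15.7% fell in a later step, against 5.29% of the features without a call. These steps share the gastrula libraries. When the first step was called with one gastrula library and the later steps with the other, the share of falls that rose later was 21.8% or 22.6%, depending on which library was used first, and the share of rises that fell later was 12.1% or 14.2%.

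The stage at which each feature had its highest mean was used to describe when transcripts were most abundant. The 64-cell stage held the highest mean of 30.2% of the features, the gastrula of 21.7%, stage 4tt of 9.48%, stage 5 of 13.3% and stage 7 of 25.3%. The share at the 64-cell stage was 29.2% from the replicate 1 libraries alone and 31.1% from the replicate 2 libraries alone. At stage 5 the same shares were 16.6% and 10.4%, so the difference between stages 4tt and 5 was within the spread between replicates. Median-ratio scaling moved the share of the 64-cell stage to 33.9% and that of the gastrula to 18.5%. Both replicate numbers gave the same stage for 62.4% of the features.

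**Figure D3:**
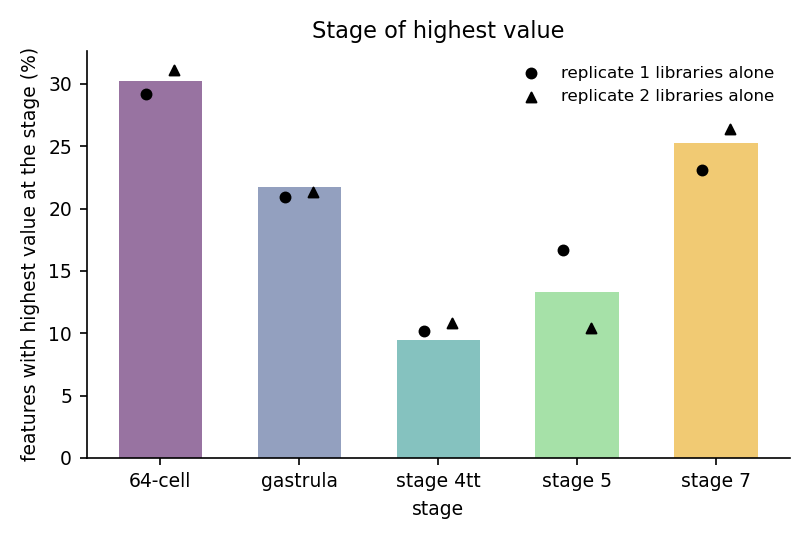
Percentage of 35526 features (y axis) whose mean log2(value + 1) was highest at each stage (x axis). Bars use all libraries, circles the replicate 1 libraries alone and triangles the replicate 2 libraries alone, which lie at 16.6% and 10.4% for stage 5.

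Only 1 identifier of the deposited values is a gene name, Capitella_post1, the posterior Hox gene Post1. Hox genes as a class are transcription factor genes that pattern the trunk from front to back. The study reports that *C. teleta* expresses Hox genes in its trunk from gastrulation or soon after. Its analysis of the Hox cluster left out Post1, and Post1 alone does not date the onset of the other Hox genes. Capitella_post1 was listed at 0 in all 8 libraries of the 64-cell, gastrula, stage 4tt and stage 5 embryos and larvae. At stage 7 it had 39.3 and 42.1 normalized counts in the 2 libraries. The rise from stage 5 to stage 7 had an adjusted p of 0.00182 in the limma fit, and the adjusted p ranged from 0.000396 to 0.0198 over the alternatives. No fold change is given for Capitella_post1, since its earlier values are all 0. If either stage 7 library was left out, it no longer passed the filter on low values, so its call rests on both.

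The 2 largest rises and the 2 largest falls between the 64-cell stage and stage 7 were taken among called features with a mean of at least 10 in the higher stage and no overlap between the libraries. The feature CTELG00000021252.1 was listed at 0 in both 64-cell and both gastrula libraries, lay between 5.47 and 13.3 normalized counts at stages 4tt and 5, and reached 14078 and 15838 at stage 7. Its adjusted p in the limma fit was 5.66e-07. The feature CTELG00000016696.1 had 28.4 and 0 normalized counts at the 64-cell stage and 49538 and 38358 at stage 7. On the log2(value + 1) scale its fold change was 12.97 (SE 1.48, adjusted p = 8.63e-05 by limma), and it was 10.54 without 64-cell replicate 2 and 15.41 without 64-cell replicate 1. It had already reached 419.1 and 1509 normalized counts at stage 5.

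Among the falls, CTELG00000001773.1 had 231590 and 214879 normalized counts at the 64-cell stage and was listed at 0 in both stage 7 libraries (adjusted p = 2.25e-05 by limma). The feature CTELG00000018736.1 fell from 180317 and 167983 normalized counts to 0 and 6.84, a log2 fold change of -15.92 (SE 1.93, adjusted p = 0.000124 by limma). It was -14.44 without stage 7 replicate 1 and -17.41 without stage 7 replicate 2. At stage 4tt the replicates of both features were far apart, with 4470 and 48.3 normalized counts for CTELG00000001773.1 and 8249 and 60.6 for CTELG00000018736.1. The 4 features carry no gene name in the deposited values. Each is the only model of its gene, so no reads were divided with another model of the same gene, while sharing with near-identical genes was not examined.

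**Figure D4:**
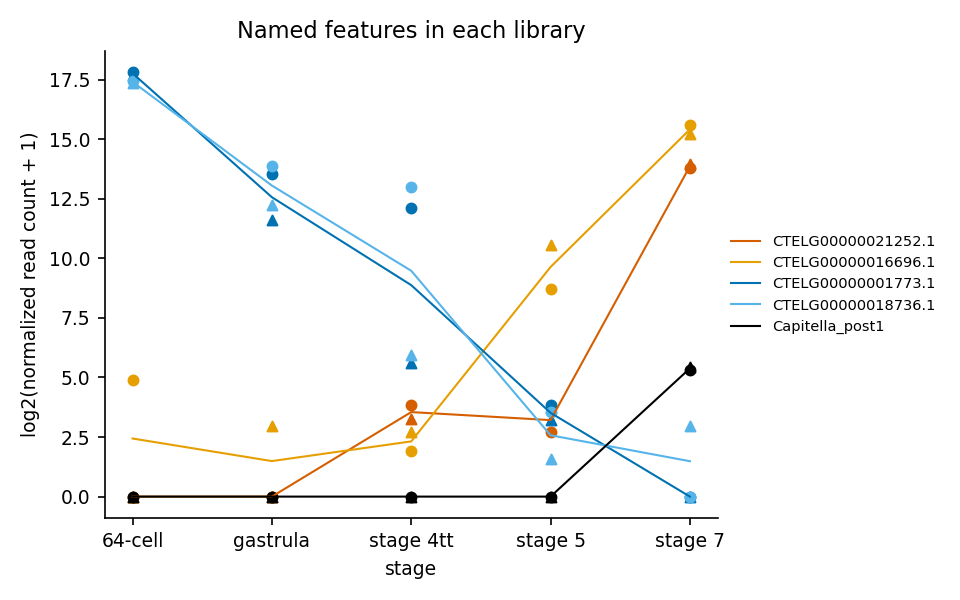
Normalized read counts, as log2(value + 1) on the y axis, of the 4 features with the largest changes and of Capitella_post1 at each stage (x axis), with circles for replicate 1, triangles for replicate 2 and lines through the means of 2 libraries. Both falling features lie far apart between the stage 4tt replicates, and Capitella_post1 is at 0 before stage 7.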

Values the study reported

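The study worked with 41,221 transcripts for *C. teleta*, and it discarded 1,407 of them as showing no expression in any of its developmental stages. The study took a gene as expressed above 2 TPM, a unit scaled to transcript length and library size. Soft clustering placed the expressed *C. teleta* transcripts in 12 groups by their course over time.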

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

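Sums over gene identifiers, and the minimums tried for features seen at a single stage, were chosen after the data were seen. Of 110 counts of features called higher or lower under the alternatives that kept all libraries, 96 were within 1.5 times the reported count, and 79 of 100 were when 1 library was left out. The number of features changed at any stage stayed within that limit under all 18 alternatives tried for it, and so did the numbers of expressed features under all 20. For expressed features the limit does not test the differences between stages, since the stages themselves differed by less than it. The 5 named features kept their direction and their call in all 88 fits that could test them. Capitella_post1 gave no value without either stage 7 library, and the correlation within stages gave none with a library left out.

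The step from stage 4tt to stage 5 changed most. Its rises numbered 65 with array weights, 73 with a pseudocount of 0.1, 208 with a pseudocount of 5, 188 on gene sums and 1 with only both stages in the fit, and its falls numbered 44 with array weights and, in limma, 0 with only both stages, where 777 had an unadjusted p under 0.05. A fit of 4 libraries has fewer degrees of freedom by construction. Array weights came out equal for both libraries of each stage, so they weighted stages and not single libraries. They were lowest at stage 4tt (0.839) and highest at stage 7 (1.44). For the remaining settings the cause was not tested. Leaving out 1 library gave 1 (without stage 5 replicate 1) to 175 rises and 7 to 243 falls (both highest without stage 4tt replicate 2). From stage 5 to stage 7 it gave 107 to 1346 rises and 127 to 819 falls, both lowest without stage 7 replicate 1. From the gastrula to stage 4tt the falls ranged from 1113, without gastrula replicate 1, to 2122, and rises followed by a fall ranged from 858 to 1417.

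With no minimum fold change, the step from the gastrula to stage 4tt had 4362 rises and 3821 falls, and 2437 falls were followed by a rise and 2410 rises by a fall, so both excesses became smaller. Requiring a log2 fold change above 2 left, by construction, 4910 rises in the first step, 2517 rises and 692 falls in the second, 36 falls in the step to stage 5, 871 rises and 356 falls in the step to stage 7, 1077 falls followed by a rise and 504 rises followed by a fall.

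Of the features called in the first step, at least 80.9% remained called in the same direction under each of the 18 fits compared. The lowest shares were 59.0% for the second step, without gastrula replicate 1, 0.503% for the step to stage 5, with only both stages, 10.6% for the step to stage 7, without stage 7 replicate 1, and 81.7% for stage 7 against the 64-cell stage. In these fits 0 calls changed direction.

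The gastrula peak share was 21.1% without a filter, 22.3% with a filter at 5 and 18.5% with median-ratio scaling, the stage 4tt share 10.01% without a filter and 10.05% with that scaling, and the 64-cell share 33.9% with it. Leaving out 1 library gave 20.03% to 24.1% for the gastrula, 8.00% to 14.0% for stage 4tt and 12.02% to 19.4% for stage 5. The mean correlation within stages was 0.907 and 0.973 with pseudocounts of 0.1 and 5. The mean share of the top 10 features was 9.33% and that of the top 1000 was 59.0%, by construction.

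The median size of the log2 fold change in the first step was 1.28 without a filter, 1.44 with a filter at 5, 1.70 and 1.04 with pseudocounts of 0.1 and 5, and 1.34 on gene sums. It was 0.86 and 0.57 with these pseudocounts in the second step, and 0.33 and 0.42 with a pseudocount of 5 in the last steps. Leaving out 1 library gave 1.39 to 1.46, 0.75 to 0.85, 0.43 to 0.55 and 0.52 to 0.70 in the 4 steps. The first step had the largest median in each of these settings.

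With the replicate number as a block, the steps had 8074, 3882, 125 and 1393 rises and 7829, 2213, 116 and 819 falls, all within 1.5 times the reported counts. Libraries with the same number did not deviate together at all stages: across features, the difference between replicates correlated above 0.1 in 2 of 10 pairs of stages, with r from -0.0077 to 0.221. Both pairs were of adjacent stages, the gastrula with stage 4tt (0.106) and stage 4tt with stage 5 (0.221), so a shared origin of some samples stays open. The numbers were not taken to pair the samples of all stages.

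Depth limits the lowest values, since a normalized count of 2 stood for as few as 1.72 reads. Scaling by median ratios changed the balance of rises and falls in the first step, and the values do not show which scaling is closer to absolute amounts of RNA. A count-based test was not run, since whole reads were not recovered.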

Other observations

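The tests of scaling with libraries outside the 10, of a difference shared by all replicate 1 libraries and of first-step falls that rose later were chosen after the results were seen, as were the features seen at a single stage; the other tests were set before their results were seen. Across all tests below, correlations are across features, which are not independent replicates.

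The median value of 1 read lay between 0.489 and 0.920 and was under 1 in all 10 libraries, with a geometric mean of 0.666. Median-ratio factors computed on these 10 libraries alone centre near 1 by construction, and those from 4 classes of abundance had geometric means of at most 1.08. Such factors leave 1 read at a value near 1. The geometric mean over the libraries was 0.827 even for the highest values of 1 read. This argues against median-ratio factors from these classes of the same 10 libraries. Other sets of features and other ways of scaling were not tested and stay open. A candidate explanation is that the normalization included further libraries, such as later larval stages, which are not analysed here. The value of 1 read also differed between features, and its relative size correlated between libraries with a median absolute r of 0.998 over 44 pairs. This is consistent with a correction that belongs to the feature, such as one for transcript length, which was not tested separately. The number of features listed at 0 in all libraries was 2648. That is higher than the value quoted from the study above. The stages behind that value may include some later than stage 7.

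At each stage some features were listed at 0 in one library and at 50 or more in the other, 398 features in all. Sampling of few reads is argued against where reads were not divided among models, since 50 normalized counts stood for at least 43.0 reads. Reads divided among models of the same gene are not counted separately for each model, so there sampling stays open. The argument covers the counting of reads only, and losses before sequencing were not tested. Of these features 85.4% belonged to genes with 2 or more models, against 21.5% of the other features at 50 or more, an odds ratio of 21.4. When the models of a gene were summed, 417 of the 488 cases had values above 0 in both libraries. Any other expressed model of the gene gives such a sum, so this does not show that reads were traded. Reads divided differently among models of the same gene may account for most of the pattern, and the 68 cases from genes with a single model stay open. No biological explanation was tested.

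The totals of the replicates at stages 4tt and 5 had ratios of 1.14 and 1.16, replicate 1 over replicate 2. Without the 100 most abundant features the ratios were 1.02 and 1.028, so the imbalance of the normalized totals lay mostly in these features. The normalization itself draws typical features towards a ratio of 1, so this does not locate the imbalance in the reads. The 10 most abundant features of a library took a larger share in replicate 1 at 4 stages, for example 12.4% and 7.33% at stage 4tt, but not at stage 7, with 6.78% and 7.31%. The difference between replicates correlated above 0.1 in only 2 of the 10 pairs of stages. Between stages other than stage 7 every r was positive, from 0.0323 to 0.221. With stage 7, r ran from -0.0077 to 0.0372. Noise between replicates lowers such r, so these values do not decide whether the replicate 1 libraries before stage 7 shared a difference. What raised the abundant features stays open, and no biological explanation was tested.

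Changes in the first and second step were opposed across features, with r = -0.216. In simulated stages without change, shared gastrula noise alone gave r = -0.502, a value set by construction at any level of noise. The real steps held changes larger than the differences between replicates, so the simulated value does not size the part of noise. With a different gastrula library in each step, r was -0.161 or -0.0618. Shared noise may thus explain part of the correlation, and since the remainder depended on which library entered which step, its size stays open. For called features the split was clearer. The share of first-step falls that rose later was still at least 21.8% with separate libraries, against at most 8.75% of the features without a first-step call. First-step rises that fell later made up at least 12.1%, against at most 4.45%, so reversal was not specific to falls. Noise in shared gastrula libraries is therefore argued against as the whole of the excess among falls, and a true reversal of some transcripts after the gastrula is a hypothesis that stays open.

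Both falling features named in the report were far higher in stage 4tt replicate 1 than in replicate 2, which led to a test of a set. The set held 150 features with a mean of at least 1000 at the 64-cell stage and at most 0.1% of it in both stage 7 libraries. In stage 4tt replicate 1 the set stood at a median of 1.38% of the 64-cell level, and in replicate 2 at 0.0613%. The median ratio of replicate 1 to replicate 2 was 9.81 and 121 of the 150 features were higher in replicate 1, so the pattern was not limited to a few features. At the gastrula the median ratio was 1.93, with 117 of the 150 features higher in replicate 1. The lean towards replicate 1 was thus shared by the gastrula, and its size was larger at stage 4tt. At stage 5 the median ratio was 1, with 70 features higher in replicate 1. There the set was near the floor, at medians of 0.0105% and 0.0123% of the 64-cell level and lower quartiles of 0. The stage 5 values therefore cannot show whether the lean was present. Whole RNA of 64-cell embryos mixed into the library would leave all features at the admixed share or above it. In stage 4tt replicate 1, 38.7% of the set lay below 50% of the median share, which argues against admixture at that share. The like values were 38.0% in stage 4tt replicate 2 and 38.0% and 36.7% in the gastrula libraries. The measure therefore does not set replicate 1 apart, and a smaller admixed share stays open. Admixed RNA of eggs or of gastrulae was not tested, and the set stood at a median of only 2.47% and 1.205% of the 64-cell level in the gastrula libraries themselves. A candidate explanation is that stage 4tt replicate 1 was slightly younger. Replicate 2 minus replicate 1 correlated with the change from gastrula to stage 5 at r = 0.130, but this does not decide it. The like correlations, each with the change between the neighbouring stages, were 0.116 at the gastrula and 0.119 at stage 5. On the axis from the earlier neighbouring stage (0) to the later one (1), replicate 1 lay before replicate 2 at each of these stages, at 0.756 and 0.808 for the gastrula, 0.639 and 0.727 for stage 4tt and 0.338 and 0.427 for stage 5. By other values the order did not hold at stage 5. There replicate 2 was closer than replicate 1 to the 64-cell libraries (r of 0.737 and 0.740 against 0.721 and 0.719) as well as to the stage 7 libraries (0.933 and 0.941 against 0.908 and 0.917), which is no order in age. Stage 4tt replicate 1 was closer than replicate 2 to the 64-cell libraries (0.773 and 0.771 against 0.754 and 0.758) and farther from the stage 7 libraries (0.878 and 0.886 against 0.904 and 0.913), while its order against the gastrula differed between the gastrula libraries. Age of the sample therefore stays open, and so does a difference shared by samples with the same number. The same holds for a difference in RNA decay, which was not tested.

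Replicate 2 of stage 4tt and replicate 2 of stage 5 were more alike than either was to its own replicate. This did not rest on a few abundant features: without the 1000 most abundant features, r was 0.956 between them and at most 0.946 within either stage, a difference of 0.00981. The replicate 1 libraries of both stages had r = 0.932, lower than within either stage. Between stages 4tt and 5, the median size of the log2 difference was 0.49 for the replicate 1 libraries and 0.45 for the replicate 2 libraries, and 0.59 and 0.62 for libraries with different numbers. Closeness in age of the replicate 2 samples may account for the pattern, as may a shared brood or technical origin. These values do not separate them, and the labels give no batch.

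Features with at least 10 normalized counts in both libraries of 1 stage and 0 in the other 8 libraries numbered 61 at the 64-cell stage, 0 at the gastrula, 1 at stage 4tt, 0 at stage 5 and 18 at stage 7, Capitella_post1 among the last. With a minimum of 5 the numbers were 97, 2, 3, 0 and 29, and with a minimum of 50 they were 21, 0, 0, 0 and 5.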
